# ELLI-1, a novel germline protein, modulates RNAi activity and P-granule accumulation in *Caenorhabditis elegans*

**DOI:** 10.1371/journal.pgen.1006611

**Published:** 2017-02-09

**Authors:** Karolina M. Andralojc, Anne C. Campbell, Ashley L. Kelly, Markus Terrey, Paige C. Tanner, Ian M. Gans, Michael J. Senter-Zapata, Eraj S. Khokhar, Dustin L. Updike

## Abstract

Germ cells contain non-membrane bound cytoplasmic organelles that help maintain germline integrity. In *C*. *elegans* they are called P granules; without them, the germline undergoes partial masculinization and aberrant differentiation. One key P-granule component is the Argonaute CSR-1, a small-RNA binding protein that antagonizes accumulation of sperm-specific transcripts in developing oocytes and fine-tunes expression of proteins critical to early embryogenesis. Loss of CSR-1 complex components results in a very specific, enlarged P-granule phenotype. In a forward screen to identify mutants with abnormal P granules, ten alleles were recovered with a *csr-1* P-granule phenotype, eight of which contain mutations in known components of the CSR-1 complex (*csr-1*, *ego-1*, *ekl-1*, and *drh-3)*. The remaining two alleles are in a novel gene now called *elli-1* (enlarged germline granules). ELLI-1 is first expressed in primordial germ cells during mid-embryogenesis, and continues to be expressed in the adult germline. While ELLI-1 forms cytoplasmic aggregates, they occasionally dock, but do not co-localize with P granules. Instead, the majority of ELLI-1 aggregates accumulate in the shared germline cytoplasm. In *elli-1* mutants, several genes that promote RNAi and P-granule accumulation are upregulated, and embryonic lethality, sterility, and RNAi resistance in a hypomorphic *drh-3* allele is enhanced, suggesting that ELLI-1 functions with CSR-1 to modulate RNAi activity, P-granule accumulation, and post-transcriptional expression in the germline.

## Author summary

Germ cells are unique because of their immortal potential, giving rise to gametes that fertilize and become the next generation. This immortal potential is regulated in both the nucleus and cytoplasm. Within the cytoplasm are special ‘germ granules’, consisting of a heterogeneous mix of proteins and RNA, that provide a microenvironment for germline specific post-transcriptional processes. Germ granules are readily observed in living worms, making *C*. *elegans* a useful model to study germ-granule function. Recently, the Argonaute protein CSR-1 was found to be central to germ-granule function; loss of known components of the CSR-1 complex cause a distinctive enlarged germ-granule phenotype. Here we describe an unbiased approach using this phenotype to identify additional mutations in known CSR-1 complex components, along with mutations in a previously undescribed gene we’ve called *elli-1*. Germline defects associated with compromising the CSR-1 complex are enhanced by *elli-1*, suggesting that ELLI-1 cooperates with this complex and a provides a key to deciphering how CSR-1 functions in germ granules to promote germ cell integrity.

## Introduction

P granules are required in the *C*. *elegans* adult germline to maintain fertility and protect germ cell fate [1]. Recent studies confirm the overlap between P-granule function and siRNA regulation. PGL-1, which nucleates P-granule formation, is RNAi defective (Rde) [2]; while VASA/GLH-1, another constitutive P-granule component, interacts directly with DCR-1 to regulate P-granule structure [3]. The Argonaute CSR-1 is also recruited to P granules through the Dicer-Related Helicase DRH-3, the RNA-Dependent RNA Polymerase (RDRP) EGO-1, and a Tudor-Domain protein called EKL-1 [4]. DRH-3, EGO-1, EKL-1, and CSR-1 constitute the CSR-1 22G RNA complex and each are essential for fertility and efficient RNAi [5–10], though it is unknown whether this RNAi defect is direct or an indirect consequence of having enlarged P granules and compromised PGL-1 [4,11,12]. Determining the cause and the consequence of the Rde phenotype in P-granule assembly and CSR-1 pathway mutants is a challenge because both types of mutations affect P-granule structure and morphology.

Recently, mRNA-seq of dissected P-granule and *csr-1* depleted germlines revealed a strong correlation in regulated transcripts, with the majority of upregulated genes in both P-granule and *csr-1* depleted germlines found in sperm-enriched datasets [13]. This is accompanied by the distal expansion of sperm transcripts into what become intersexual germ cells that rarely fertilize. This partial masculinization of developing oocytes after depletion of *csr-1* is likely explained by a 9.5-fold overexpression of *fog-3*, the effector of the germline sex determination pathway [13]. A separate more recent report profiled gene expression changes in whole worms where CSR-1’s enzymatic RNA slicing activity was inactivated, which also found significant enrichment in sperm transcripts and a 13.9-fold increase in *fog-3* expression; however, worms with inactive CSR-1 slicer activity have somewhat higher broods than *csr-1* deletions and no reported P-granule phenotype [14]. These observations may suggest that CSR-1’s slicing activities repress masculinization of developing oocytes while CSR-1’s slicer independent functions maintain P-granule integrity. These slicer-independent functions could involve translational regulation, which cannot be directly assessed in genome-wide RNA expression studies [15]. In addition to antagonizing sperm-specific transcripts in developing oocytes [5,13], P-granule assembly [4,11,12], and small RNA biogenesis [4,16–18], CSR-1 and its cofactors have also been implicated in mitosis and meiosis [7–9,19,20], transcription [21], chromatin condensation and kinetochore assembly [4,22–24], H3K9me2 distribution [22,25], histone and histone mRNA maturation [26], alternative splicing [27], and the epigenetic licensing of germline transcripts for expression [28–34]. While some of these roles will likely be more direct than others, the importance of CSR-1 in the *C*. *elegans* germline cannot be understated, and finding additional factors that interact with the CSR-1 complex is imperative to parsing out its functions.

Here we report results of a forward mutagenesis for regulators of P-granule assembly. Using this unbiased approach, we identified a class of enlarged P-granule mutants harboring loss-of-function alleles of all four known CSR-1 complex components, in addition to loss-of-function mutations in a novel gene we’ve named *elli-1* (enlarged germline granules). We also describe ELLI-1 expression in the germline, differential gene expression in *elli-1* mutants, and *elli-1*’s genetic interaction with the CSR-1 pathway.

## Results

### Forward genetic screen identifies mutants with enlarged P granules

To discover regulators of P-granule accumulation, EMS mutagenesis was performed on a *C*. *elegans* strain with an integrated transgene expressing the constitutive P-granule component, PGL-1, tagged with GFP (Fig 1A) [35]. The F2 generation was then screened for accumulation of large and more intense PGL-1::GFP granules (Fig 1B), similar to those previously observed with *csr-1* RNAi [12]. Ten independent, fully-penetrant alleles were isolated, and single nucleotide polymorphisms mapped six alleles to three complementation groups on chromosome I, and four alleles to two complementation groups on chromosome IV (Table 1). PGL-1 intensity was imaged under fixed exposure conditions and quantified, with *sam2* exhibiting the smallest increase in PGL-1 intensity to *sam14* and *sam19* exhibiting the highest intensity (Fig 1C). A closer comparison of P-granule size between *wild-type*, *sam3*, and *sam18* shows that P granules are two to three times larger in *sam3* and *sam18* mutants, suggesting that the observed increase in intensity reflects both larger P granules and more abundant PGL-1::GFP (Fig 1D).

**Fig 1:**
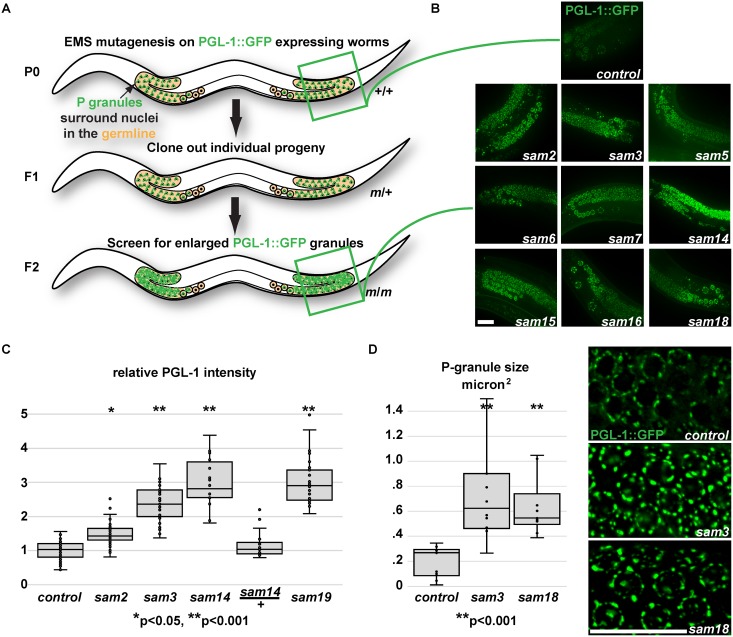
Screen for regulators of P-granule accumulation. A) Screening strategy to isolate mutants with enlarged PGL-1::GFP granules. PGL-1::GFP worms were mutagenized, 2000 F1 progeny were cloned to individual plates, and F2 progeny were screened for homozygous (m/m) mutants with enlarged P granules B) PGL-1::GFP expression in the gonad arm of parental (P0) and mutant strains. C) Relative PGL-1 intensity in mutant germlines normalized to the parental control. D) Increased PGL-1::GFP size in mutants correlates with increased PGL-1 intensity.

**Table 1:** Enlarged P-granule alleles from screen.

Allele	Chromosome	Fails to Complement	Gene	Sterile
*sam2*	I	*sam5*	*drh-3*	temp sensitive sterile
*sam3*	IV	*sam6*	*elli-1*	no
*sam5*	I	*sam2*	*drh-3*	homozygous sterile
*sam6*	IV	*sam3*	*elli-1*	no, but linked to Emb
*sam7*	I	*sam14*, *sam16*	*ego-1*	homozygous sterile
*sam14*	I	*sam7*, *sam16*	*ego-1*	homozygous sterile
*sam15*	IV	*sam18*, *csr-1(fj54)*	*csr-1*	homozygous sterile
*sam16*	I	*sam7*, *sam14*	*ego-1*	homozygous sterile
*sam18*	IV	*sam15*, *csr-1(fj54)*	*csr-1*	homozygous sterile
*sam19*	I		*ekl-1*	homozygous sterile

To determine if alleles mapping to chromosome IV contain mutations in *csr-1/F20D12*.*1*, complementation tests were performed with *csr-1(fj54)*. Large and bright P granules were observed in both *csr-1(fj54)/sam15* and *csr-1(fj54)/sam18* cross progeny, showing that these alleles failed to complement, while P granules in *csr-1(fj54)/sam3* and *csr-1(fj54)/sam6* cross progeny were normal (n>15 progeny examined from each cross). Sequencing *sam15* revealed a 169 base pair deletion in the PAZ domain of *csr-1* that causes a frameshift starting at amino acid 384 of *F20D12*.*1a*, and an early stop codon 14 amino acids later (Fig 2A). Sequencing *sam18* revealed a G to A point mutation in *csr-1*’s PAZ domain that causes an early stop codon at amino acid 443 of *F20D12*.*1a*. Like other *csr-1* alleles, *sam15* and *sam18* have very small broods of early arrested embryos and must be maintained over a balancer. The isolation of two *csr-1* alleles from this screen demonstrates the specificity of the large P-granule accumulation phenotype, making it likely that this screen isolated alleles of known CSR-1 co-factors.

**Fig 2:**
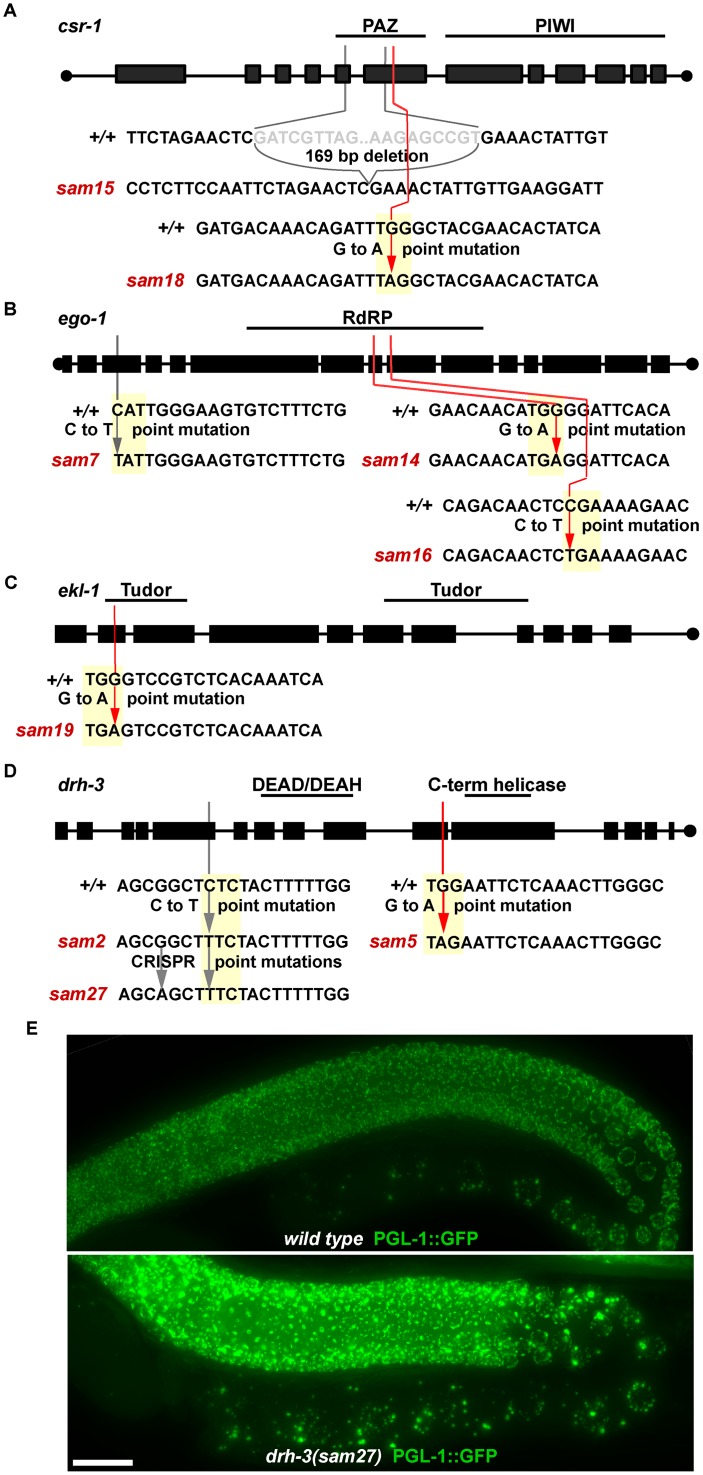
Isolation of new CSR-1 complex alleles. A-D) Location and flanking sequences for new alleles of CSR-1 complex components. Red lines show early stop codons, grey lines show base pair substitutions. Yellow boxes indicate a codon in the reading frame. E) Endogenous PGL-1::GFP expression in *wild-type* and *drh-3(sam27)* germlines.

Hawaiian Variant Mapping was used in combination with genome-wide sequencing and the Cloudmap pipeline to identify the remaining alleles on chromosomes I and IV [35,36]. On chromosome I, mutations were identified in three known *csr-1* cofactors. Both *sam14* and *sam16* contained point mutations that introduced stop codons in the RNA dependent RNA polymerase (RdRP) domain of *ego-1*, while *sam7* contained an N-terminal missense mutation in the same gene (Fig 2B), and all three alleles are homozygous sterile. *sam19* contains a point mutation that introduces an early stop codon in the first Tudor domain of *ekl-1*, and is also homozygous sterile (Fig 2C). *sam5* contains a G to A point mutation that introduces an early stop codon in exon 10 of *drh-3*, while in *sam2* a C to T missense substitution (Leu307Phe) was discovered in exon 5 of the same gene. This mutation lies directly before the DEAD/DEAH helicase coding domains of *drh-3* and causes a relatively minor change, reflecting the subtler phenotype of *sam2* homozygotes, which are only sterile when raised at a higher (25°C) temperature (Fig 2D). CRISPR was used to evaluate whether this simple substitution of hydrophobic residues was sufficient to cause a P-granule phenotype. A C to T base pair change recapitulating the original mutation plus a silent mutation to prevent Cas9 re-cleavage [*drh-3(sam27)*] was introduced in wild-type worms, which were then crossed into a new CRISPR-derived *pgl-1(sam33[pgl-1*::*gfp*::*3xFLAG])* line. *drh-3(sam27)* reproduced the enlarged PGL-1::GFP expression, confirming that this missense mutation is responsible for the P-granule phenotype of *drh-3(sam2)* (Fig 2E).

Because this screen identified multiple alleles of *csr-1* and its cofactors *ego-1*, *ekl-1*, and *drh-3*, other mutations with identical P-granule phenotypes likely interact with the same complex. Only one complementation group consisting of *sam3* and *sam6* remained. Following the sequencing strategy above, it was discovered that both alleles contain a G to A point mutation that causes an early stop codon in the last exon of *F20C5*.*3* (Trp→Stop at amino acid 184 of *F20C5*.*3a*, Fig 3A). This mutation is not found in the parental strain or the *csr-1*, *ego-1*, *ekl-1* or *drh-3* mutant strains. Given that *sam3* and *sam6* were isolated from different F1s following mutagenesis, these two alleles may have arisen in pre-meiotic germ cells from the same mutagenized animal. However, because of a closely linked lethal mutation in *sam6*, it cannot be passaged as a homozygous strain like *sam3*. Targeting *F20C5*.*3* with RNAi causes bright, enlarged P granules (in 124/140 RNAi fed worms) (Fig 3B), and injection of a fosmid carrying *F20C5*.*3* rescues the P-granule phenotype in *sam3* mutants (36/38 transgenic animals rescued) (Fig 3C). *F20C5*.*3* has now been renamed *elli-1*, for its enlarged germline granules.

**Fig 3:**
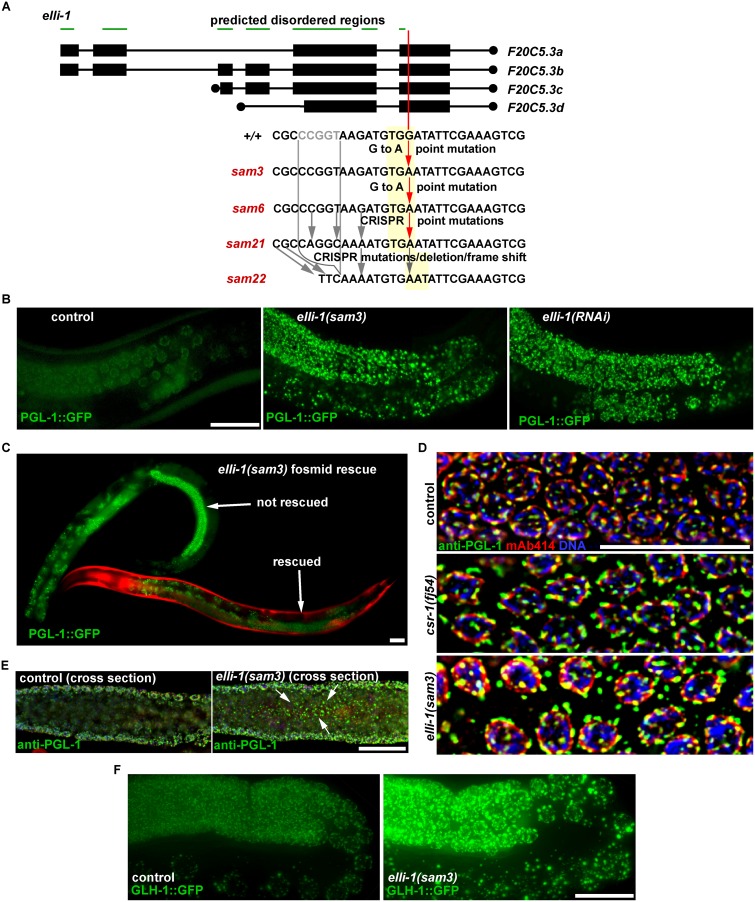
*elli-1* alleles and phenotypes. A) Location and flanking sequences of *elli-1* alleles. Red lines show early stop codons, grey lines show base pair substitutions and deletions. Yellow boxes indicate a codon in the reading frame. ELLI-1’s N-terminal predicted disordered region is shown by the green bars. B) *elli-1(sam3)* and *elli-1(RNAi)* cause bright expression of enlarged PGL-1::GFP granules. C) Fosmid rescue of bright PGL-1::GFP expression in *elli-1(sam3)* animals. Red body-wall muscles mark animals with the rescuing fosmid. D) Cross-section through pachytene germ cells on the surface of wild-type and *elli-1(sam3)* germlines stained with anti-PGL-1 (green), anti-Nuclear Pore Complex antibody mAb414 (red), and DAPI/DNA (blue). P granules in *csr-1* and *elli-1* germlines are enlarged and often detach from the nuclear periphery. E) Cross-section through *wild-type* and *elli-1* germlines with the same strains as in D. Arrows show PGL-1 accumulation in the shared cytoplasm. F) GFP tagging endogenous GLH-1 in germlines of *wild-type* and *elli-1(sam3)* worms.

The PGL-1::GFP reporter used in the screen is likely a low copy transgene integrated on chromosome I; however, the actual copy number is unknown. To ensure that the enlarged and bright P-granule phenotype of *elli-1(sam3)* was not simply de-silencing the integrated transgene, PGL-1::GFP was crossed out of *elli-1(sam3)* worms and endogenous PGL-1 was imaged with a PGL-1 antibody (Fig 3D). The size and intensity of PGL-1 granules were higher in *elli-1(sam3)* compared to the control (p = 0.0001) and indistinguishable from those in *csr-1(fj54)* germlines (Fig 3D, representative images of 10 fixed and stained germlines for each condition). In both *elli-1(sam3)* and *csr-1(fj54)* germlines, some PGL-1 granules were observed to detach from the nuclear envelope (mAb414 stain in red), likely contributing to the accumulation of excess PGL-1::GFP and endogenous PGL-1 granules in the rachis of elli-1 mutants (Fig 3E, 8/8 *elli-1* compared to 0/8 N2, p = 0.0002). This detachment may be caused by the spherical shape of larger granules, decreasing the surface in contact with the nuclear periphery. Worms lacking the GFP transgene were then crossed into a new CRISPR-derived *glh-1(sam24[glh-1*::*gfp*::*3xFLAG])* line. The size and intensity of endogenous GLH-1 tagged with GFP also increased in germ cells of *elli-1(sam3)* mutants, showing that the increase in P-granules size is not specific to PGL-1 (Fig 3F). Constructs were generated to re-introduce the *elli-1(sam3)* point mutation into the GFP::PGL-1 transgenic strain using CRISPR. From this experiment, two lines were generated (Fig 3A): one with the desired point mutation plus three silent mutations to prevent Cas9 re-cleavage [*elli-1(sam21)*], and one complex rearrangement near the mutated base [*elli-1(sam22)*]. The complex rearrangement in *elli-1(sam22)* causes a Pro→Leu mutation at 179aa of F20C5.3a, a frameshift at 180aa, and a stop codon 34 aa later. Both *elli-1(sam21)* and *elli-1(sam22)* exhibit a fully-penetrant and identical P-granule phenotype to *elli-1(sam3)* and *elli-1(sam6)*. Taken together, these results demonstrate that *elli-1/F20C5*.*3* loss-of-function causes the accumulation of large P granules in the *C*. *elegans* germline.

### ELLI-1 is a novel germline component that functions in early development

ELLI-1 is a nematode-specific protein with no discernable domains. MobiDB predicts that most of ELLI-1 contains disordered regions (Fig 3A, green bars) [37,38]. RNA-seq of dissected germlines shows *elli-1* transcripts are expressed more abundantly than 91% of genes [13], and expression profiling in germline-less animals previously showed that *elli-1* is germline enriched [39,40]. To visualize *elli-1* transcripts in whole worms, fluorescent in situ hybridization (FISH) was performed [13], showing that *elli-1* mRNA is indeed enriched in the germline (Fig 4A). To observe the sub-cellular localization of ELLI-1 protein, CRISPR was used to place a C-terminal GFP-3xFLAG tag on endogenous *elli-1* [41]. A diffuse GFP signal can be observed at low levels in the germline of these living worms, and M2 FLAG antibody shows diffuse ELLI-1 expression in germline cytoplasm with some small ELLI-1 foci (Fig 4B). While 4.3% of these foci can be found docked next to P granules (Fig 4B, arrowheads), the majority of ELLI-1 foci accumulate in the rachis (averaged from 10 germlines). Within the rachis, ELLI-1 foci partially overlap with the P-body component CGH-1 (Fig 4C), suggesting these foci are associated with RNA. However, ELLI-1’s RNA-binding affinity has yet to be examined and may be indirect. We sought to determine whether ELLI-1 colocalizes with PATR-1, a P-granule component found only in P bodes but not P granules, but an available PATR-1 antibody did not work in dissected germlines, and a CRISPR-derived PATR-1::GFP strain generated for this study was surprisingly diffuse in the adult germline and did not form P-body-like foci. Zygotic ELLI-1 begins to accumulate in the cytoplasm of primordial germ cells between the comma to 2-fold stage of embryogenesis, but again appears distributed throughout the germ plasm instead of concentrated on P granules (Fig 4D).

**Fig 4:**
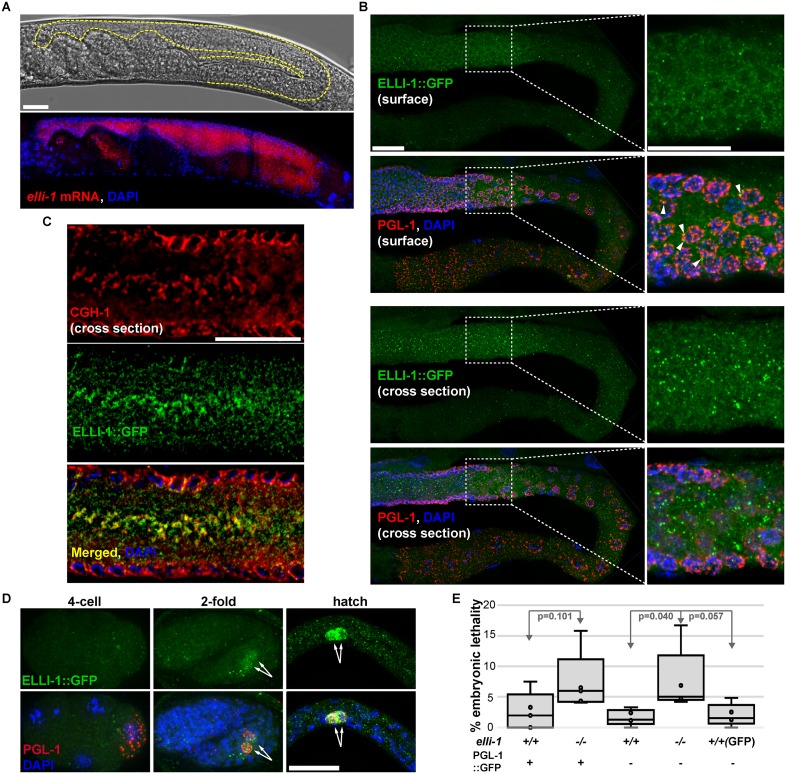
*elli-1* expression. A) Fluorescence In Situ Hybridization (FISH) of *elli-1* mRNA (red) shows germline expression. DAPI/DNA is blue. B) *elli-1*::*GFP*::*3xFLAG* showing diffuse cytoplasmic expression with some ELLI-1 foci in a dissected germline. 4.3% of ELLI-1 foci are docked to P granules (arrowheads), but most of these foci are in the central shared cytoplasm of the rachis. C) ELLI-1::GFP partially overlaps with the expression of the P-body component CGH-1 (red), primarily in the rachis instead of at the nuclear periphery of germ cells. D) *elli-1*::*GFP*::*3xFLAG* expression in primordial germ cells (arrows) during embryogenesis and the first larval stage. E) Embryonic lethality associated in *elli-1* worms.

In an RNAi screen of oocyte-enriched transcripts, it was previously discovered that depletion of *elli-1* caused partially penetrant embryonic lethality, suggesting a role in early development [42]. An early embryonic arrest (30–100 cell stage) trend was observed in 5–8% of *elli-1* worms, confirming this role (Fig 4E). Embryonic lethality and P-granule phenotypes are not observed above background in the *elli-1*::GFP strain, suggesting that the GFP tag is not compromising ELLI-1 function.

### ELLI-1 modulates transcripts encoding core P-granule and RNAi components

To gain insight into the function of ELLI-1, tiling arrays were used to compare the whole-worm RNA expression profile of *elli-1(sam3)* to wild-type animals (four biological replicates each). This analysis showed significant changes (over 1.2-fold, q value < 0.05) in expression for 1079 genes, 43% of which are upregulated while 57% are downregulated (Fig 5A red, S1 Table). 

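RNA was measured in whole young adult worms grown at 20°C, with 4 biological replicates of *elli-1(sam3)* and 4 of a control strain, the wild type of the comparison. RNA was amplified from an oligo-dT primer, labelled with a single dye and hybridised to 8 arrays on 1 slide, all scanned at 1 time. The deposited labels name the strains DUP9 and DUP17, while the methods name DUP56 and TH206. In S3 Table, DUP9 carries *elli-1(sam3)*, DUP56 carries a CRISPR allele made to match it, and DUP17 is the parental PGL-1::GFP strain TH206 after outcrossing to N2. The labels and the results text both describe the mutant arrays as *elli-1(sam3)*. Each array holds 57925 features that are not controls, of which 15365 are piRNA probes and the remaining 42560 read 31733 gene names, with positions on genome build ce6. The authors deposited the scanner output of Agilent's Feature Extraction software, where the processed signal is a spot intensity corrected for background within its array but not between arrays. A second deposited table holds their values after quantile normalization.
The 2 deposits differ in which array belongs to which sample. Every column of the value table had the rank order of exactly 1 scanner file (Spearman's rho 1.000000, against at most 0.960 with any other file), but for 6 of the 8 columns that file was attached to another sample, and for 4 of them to a sample of the other genotype. S1 Table, of which the first 1970 of the 30213 rows were used, has the ratios of the value table under its own column labels for 1615 of 1615 genes with a single feature (within 0.001). Its log ratios had a correlation across genes of 0.094 with the scanner files as attached. The scanner arrays were therefore given the sample of the column that they match. Signals were set on the log2 scale relative to the 75th percentile of each array over its features other than piRNA probes, spots of a feature and then features of a gene were averaged, and the groups were compared with limma and Benjamini-Hochberg adjustment. Between 47.4% and 50.9% of all features were well above background on an array, and the number of arrays limits the precision. With the scanner files grouped as they were attached, limma called no gene (2999 of 31733 genes had an unadjusted p under 0.05).
Replicates 2, 3 and 4 of a group were much closer to one another than to replicate 1. Over 25995 features well above background on all arrays, the SD of the log2 differences was between 0.125 and 0.155 among replicates 2 to 4 of a group, and between 0.353 and 0.457 between replicate 1 and another replicate of its group. For features printed as 6 spots, the variance of the differences among replicates 2 to 4 was at most 3.18 times the noise between spots, against 25.7 to 48.7 times with replicate 1. They were kept as separate replicates, as the paper counts them.
The *elli-1* gene itself, F20C5.3 on chromosome IV from 8753242 to 8754812, is read by 4 features. Its log2 signal relative to the scaling percentile was −4.94 ± 0.11 (SD, n = 4) in *elli-1* and −2.87 ± 0.06 (SD, n = 4) in the control, a log2 change of −2.07 (standard error 0.08, limma adjusted p = 0.00016). The change was −2.63 and −2.59 on the features F20C5.3a and F20C5.3b, which were well above background on 1 and 2 of the 4 mutant arrays, and −1.44 and −1.62 on F20C5.3c and F20C5.3d, which were well above background on all arrays. With the scanner files as attached, the change of *elli-1* was 0.02, and after normexp background correction of the matched arrays it was −0.87.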

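In the limma comparison of 4 *elli-1* with 4 control arrays, 1684 of 31733 genes changed by over 1.2-fold with an adjusted p under 0.05. Of these, 871 (51.7%) were higher and 813 (48.3%) lower in *elli-1*. The smallest change among them was 0.30 on the log2 scale, so that the fold minimum removed no gene, and their median absolute change was 0.77. All 4 arrays of one group lay above all 4 of the other for each of the 1682 of these genes that had a value on all 8 arrays. Across the 31711 genes with a value on all 8 arrays this held for 5311 (16.7%), against 2.86% by chance. An unadjusted p under 0.05 was found for 5889 genes, against 1587 by chance. These chance values for 4 against 4 arrays, and the exact permutation tests given below, treat the 8 arrays as separate samples. If replicates 2 to 4 are repeat arrays of 1 RNA sample, they do not hold.
The count depended on how the replicates were used. It was 6593 genes with limma's array weights. When any of replicates 2 to 4 of either group was left out it fell to between 502 and 546 genes, and it rose to 2837 without replicate 1 of *elli-1* and 3203 without replicate 1 of the control. Averaging replicates 2 to 4 into 1 sample per group was a choice made after the closeness of these arrays was seen. It left 2 samples per group, and limma then called no gene. Of the genes, 1233 had an unadjusted p under 0.05, against 1587 by chance. Groups of 2 samples are too small to decide, as *elli-1* itself, with a log2 change of −2.08, was not called either. Of the 6052 genes past the threshold from replicates 2 to 4 alone, also a choice made after these arrays were seen, 4728 (78.1%) differed in the same direction in replicate 1. Among genes above background outside the 1684 of the main comparison, 60.9% also had the direction of replicates 2 to 4 in replicate 1. Only 1668 of the 6052 are among the 1684, so this set holds genes of the 6052 as well. The shares are therefore not a contrast of changed with unchanged genes. The split of higher and lower genes moved with the background correction, from 51.7% higher to 62.5% after normexp correction, and was 46.2% after quantile normalization.
The largest rise among genes well above background in the higher group was that of F35E12.5 (chromosome V, 13737007 to 13738471), with a log2 change of 3.85 (standard error 0.37, limma adjusted p = 0.003). H11L12.1 rose by 2.95, and by 2.41 after normexp correction. The rise of F14F9.6, which was well above background on 1 of 4 control arrays, depended on the background, with 3.24 and 1.27 after normexp correction. *phat-5* and Y41D4A.1 were well above background on all *elli-1* arrays and on no control array, so that the size of their rises is not known (3.04 and 2.96 in the processed signal, 0.90 and 0.73 after normexp correction). The call of Y41D4A.1 was lost whichever array was left out, except replicate 4 of the control. The largest fall was that of *fip-1* (chromosome III, 8639791 to 8640093), which decreased by 4.51 on the log2 scale (standard error 0.37, limma adjusted p = 0.0016). F12A10.7, F12A10.9 and K08D12.7 had log2 changes of −3.50, −3.12 and −3.05. After normexp correction the change was −2.92 for *fip-1* and −2.04, −1.91 and −1.65 for F12A10.7, F12A10.9 and K08D12.7. These 3 genes and *fip-1* were well above background on 3 of 4 *elli-1* arrays. The calls of *phat-5*, F12A10.7 and F12A10.9 were lost whenever any of replicates 2 to 4 of either group was left out. *cnc-1* was well above background on all control arrays and on no *elli-1* array, so that the size of its fall is not known either (log2 changes of −3.78 in the processed signal and −0.84 after normexp correction).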

No significant overlap was observed when comparing these 1079 genes to previously published datasets of *csr-1* regulated genes [13], *pgl-1* regulated genes [13], CSR-1 target genes [4], or germline enriched genes [43] (Fig 5B). There was a statistically significant overlap of genes that are soma-enriched [43], but they were evenly distributed between genes that were up and downregulated in the *elli-1* mutant (Fig 5A green, Fig 5B). Expression of transcripts encoding CSR-1 and its cofactors EGO-1, EKL-1, and DRH-3 showed modest but significant increases in *elli-1* (Fig 5C). 

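All 4 transcripts of the CSR-1 complex had a higher mean in *elli-1*, and for each of them the 4 mutant arrays lay above the 4 control arrays (exact permutation test, two-sided p = 0.029, the smallest that 4 against 4 arrays allow). After adjustment over all genes, 2 of the 4 were past an adjusted p of 0.05. The log2 signal of *csr-1* (F20D12.1, chromosome IV, 7957580 to 7962121) was 1.42 ± 0.07 (SD, n = 4) in *elli-1* and 0.95 ± 0.10 (SD, n = 4) in the control, a change of 0.47 (standard error 0.08, limma adjusted p = 0.022) or 1.38-fold. That of *drh-3* (D2005.5, chromosome I, 7820843 to 7826380) was 0.91 ± 0.06 (SD, n = 4) against 0.55 ± 0.04 (SD, n = 4), a change of 0.36 (standard error 0.07, limma adjusted p = 0.032) or 1.28-fold. Adjusted over the list alone, 3 of the 4 transcripts were past 0.05. The study chose the list on these arrays, so this count is not independent evidence. When any of replicates 2 to 4 of either group was left out, none of the 4 was past the adjusted threshold in limma (2 or 3 had an unadjusted p under 0.05), while 2 were past it without replicate 1 of either group.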

Consistent with the enlarged P-granule phenotype of *elli-1*, transcripts encoding the constitutive P-granule components PGL-1, GLH-1, GLH-2, and GLH-4 increased in the mutant (2.37, 1.54, 1.57, and 1.92 fold respectively); although, this increase was not seen with all P-granule transcripts as those encoding PGL-3 and GLH-3 changed very little (Fig 5C). 

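Among the 6 P-granule transcripts, *pgl-1*, *glh-1* and *glh-4* were past an adjusted p of 0.05 and 1.2-fold. For *pgl-1* (chromosome IV, 6973964 to 6977318) the log2 signal was 2.60 ± 0.26 (SD, n = 4) in *elli-1* and 1.35 ± 0.24 (SD, n = 4) in the control. The change was 1.24 (standard error 0.17, limma adjusted p = 0.0098) or 2.37-fold, and was between 1.24 and 1.25 on each of its 3 features. Both strains carry, by S3 Table, a *pgl-1* transgene, and whether the features read its RNA as well was not tested. The paper reports that qRT-PCR of *pgl-1* in N2 and an outcrossed *elli-1(sam3)* line bore out its arrays. S3 Table lists that line with no GFP transgene. The qRT-PCR was not analysed here. *glh-4* (T12F5.3, chromosome I, 3726011 to 3731224) changed by 0.95 (standard error 0.12, limma adjusted p = 0.0064) or 1.93-fold. The log2 signal of *glh-1* (T21G5.3, chromosome I, 6854688 to 6857537) was 5.26 ± 0.06 (SD, n = 4) in *elli-1* and 4.60 ± 0.23 (SD, n = 4) in the control, a 1.58-fold change with a limma adjusted p of 0.028. *glh-2* (C55B7.1, chromosome I, 6514021 to 6517507) also changed by 1.58-fold, but its replicates were further apart (SD 0.19 and 0.28, n = 4 each) and its adjusted p was 0.066. With the replicate number as a block, which compares same-numbered replicates, the adjusted p of *glh-2* was 0.018, and it was between 0.0004 and 0.19 over the alternatives set beforehand. When any of replicates 2 to 4 of either group was left out, *glh-1* was no longer past the threshold, while *pgl-1* and *glh-4* were past it whichever array was left out. With replicates 2 to 4 averaged into 1 sample per group, limma called none of the 6 (3 had an unadjusted p under 0.05). The 2 samples per group that remain are too few to decide.
The changes of *pgl-3* (C18G1.4, chromosome V, 4755985 to 4758608) and *glh-3* (B0414.6, chromosome I, 5792324 to 5795114) were 0.19 and 0.02 on the log2 scale (limma adjusted p = 0.59 and 0.98). For these genes the arrays of the groups overlapped (exact permutation test, two-sided p = 0.286 and 0.800, n = 4 each). For *pgl-3*, replicate 1 was the lowest array of both groups, at 3.03 and 2.74. With replicate 1 against the others as a block and with both first replicates left out, choices made after the data were seen, the limma adjusted p of *pgl-3* was 0.045 and 0.04, and it was between 0.06 and 0.79 over the alternatives set beforehand. Adjusted over the list of 6 alone, 4 transcripts were past the threshold, with the same limit that the study chose the list on these arrays.
From the increased expression of P-granule components, and because P granules regulate translational silencing in the germline, the paper proposes that a function of ELLI-1 may be to keep P-granule accumulation and translational silencing in check, and it also discusses an alternative interpretation.

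**Figure D1:**
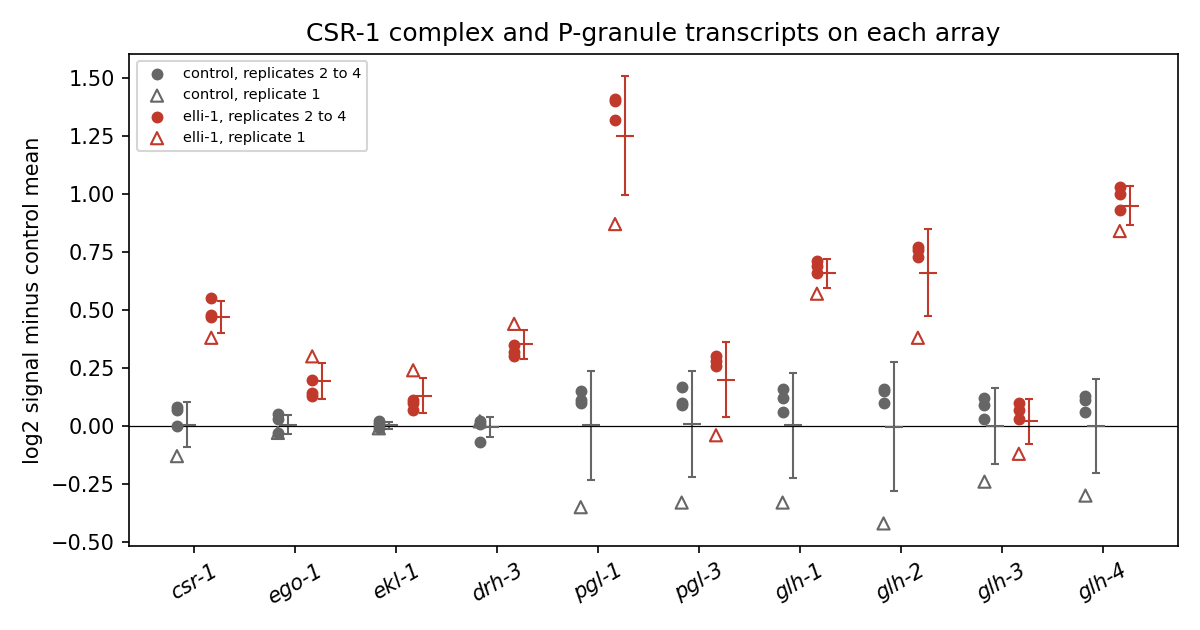
Log2 signal of each array minus the mean of the 4 control arrays (vertical axis) for the CSR-1 complex and P-granule transcripts (horizontal axis), for control (grey) and *elli-1* (red). Triangles are replicate 1, filled circles replicates 2 to 4, and bars the mean ± SD of 4 arrays. The *pgl-1* arrays of *elli-1* lie on average 1.24 above the control and those of *glh-3* 0.02 above it.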

Quantitative RT-PCR on *pgl-1*, *pgl-3*, and *glh-1* in wild-type and an outcrossed *elli-1(sam3)* line validated the microarray results (Fig 5C, green). As P granules regulate translational silencing in the germline, increased expression of P-granule components suggest that one function of ELLI-1 may be to keep P-granule accumulation and translational silencing in check; however, an alternative interpretation is also discussed below.

**Fig 5:**
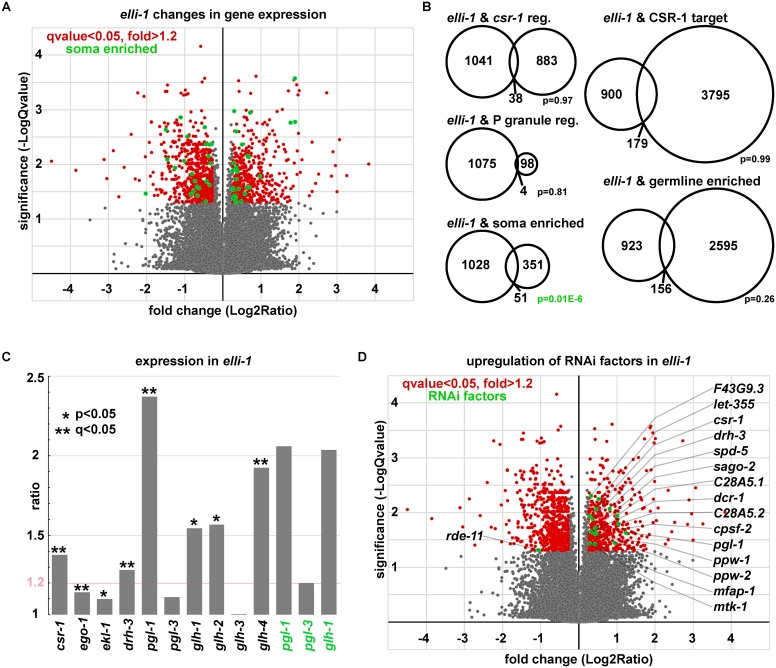
Gene expression analysis of *elli-1*. A) Volcano plot showing the fold change and significance of gene expression in *elli-1*. Significantly regulated genes above or below 1.2-fold are shown in red, with a subset of soma-enriched genes [43] in green (see S1 Table). B) Proportional Venn diagrams comparing overlap between the 1079 *elli-1* regulated genes and previously published *csr-1* and *pgl-1* regulated [13], CSR-1 target [4], and soma and germline enriched [43] datasets. C) Increased average expression of CSR-1 complex and core P-granule components in the *elli-1* expression array (black) and *elli-1* qRTPCR (green). Pink line indicates the arbitrary 1.2-fold increased expression cutoff. Increased *ego-1* and *ekl-1* expression was statistically significant, but under the 1.2-fold cutoff. D) *elli-1* Volcano plot showing increased expression of genes required for RNAi-dependent gene silencing (green).

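The log2 signal of *ego-1* (F26A3.3, chromosome I, 7650418 to 7656336) was 1.70 ± 0.08 (SD, n = 4) in *elli-1* and 1.51 ± 0.04 (SD, n = 4) in the control, a change of 0.19 (standard error 0.07) or 1.14-fold, with a limma adjusted p of 0.21. That of *ekl-1* (F22D6.6, chromosome I, 7095484 to 7098406) was 0.08 ± 0.08 (SD, n = 4) and −0.05 ± 0.02 (SD, n = 4), a change of 0.13 (standard error 0.07) or 1.09-fold, with a limma adjusted p of 0.42. The unadjusted p from limma was 0.033 for *ego-1* and 0.11 for *ekl-1*. With array weights the adjusted p of *ego-1* was 0.035, and over the alternatives set beforehand it was between 0.035 and 0.42. That of *ekl-1* was between 0.11 and 0.61 over the same alternatives.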

Gene ontology analysis of the 1079 transcripts with changed expression in *elli-1(sam3)* mutants revealed an enrichment in genes required for RNAi-dependent gene silencing [2,6–9,44–46] (See S1 Table). All but one (*rde-11*) of 16 significantly regulated RNAi genes are overexpressed in *elli-1* animals (Fig 5D, green). These genes encode the core RNAi factor DCR-1, the DEAD/DEAH helicase DRH-3, four RNAi-dependent Argonautes (CSR-1, PPW-1, PPW-2, and SAGO-2), and ten other genes with endogenous and exogenous RNAi defects [6–9,44,45,47,48]. 

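The 16 genes labelled in Fig 5D were tallied in the limma comparison of all genes. Of these, 15 had a higher mean in *elli-1* and *rde-11* a lower one, and for all 16 the 4 arrays of one group lay above the 4 of the other (exact permutation test, two-sided p = 0.029 for each). Adjusted over all genes, 14 of the 16 were past the threshold, 13 of them higher. Adjusted over the list alone, which the study chose on these arrays and which is therefore not independent evidence, all 16 were. *rde-11* (B0564.11, chromosome IV, 13105323 to 13106926) had a log2 signal of −2.19 ± 0.35 (SD, n = 4) in *elli-1* and −1.16 ± 0.20 (SD, n = 4) in the control, a change of −1.02 (standard error 0.19, limma adjusted p = 0.028). Its fall was −0.22 in replicate 1 and −1.29 in the mean of replicates 2 to 4. With the replicate number as a block, *rde-11* (limma adjusted p = 0.083) and *cpsf-2* (limma adjusted p = 0.06) were no longer past the threshold. The number of genes past the threshold was 4 or 5 when any of replicates 2 to 4 of either group was left out, and 16 without replicate 1 of either group. With replicates 2 to 4 averaged, limma called none of the 16 (5 had an unadjusted p under 0.05), but 2 samples per group are too few to decide.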

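*dcr-1* (K12H4.8, chromosome III, 8071916 to 8080274) rose by 0.32 on the log2 scale (standard error 0.07), with a limma adjusted p of 0.051. Among the Argonautes besides *csr-1*, *ppw-2* (Y110A7A.18, chromosome I, 5158515 to 5162204) had the largest rise, 0.94 (standard error 0.15, limma adjusted p = 0.015). *sago-2* and *ppw-1* rose by 0.45 and 0.33 (limma adjusted p = 0.023 and 0.037). Probes of these 2 genes share a stretch of 20 bases with each other. The features of *ppw-1* disagreed, with rises of 0.42, 0.42 and 0.44 on C18E3.7a, C18E3.7c and C18E3.7d and of 0.04 on C18E3.7b. Among the genes that the text does not name, C28A5.1 and C28A5.2 on chromosome III rose most, by 1.00 and 1.03. Their probes also share a 20-base stretch with each other, so that they may not be 2 separate measurements. *spd-5* rose by 0.81 (limma adjusted p = 0.0052) and the remaining genes by between 0.27 for *mtk-1* (limma adjusted p = 0.06) and 0.51 for *let-355*, which the arrays list as T05E8.3. *spd-5*, C28A5.1 and C28A5.2 were past the threshold whichever array was left out, and the others besides *pgl-1* were not.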

Because of the abundant overexpression of RNAi factors in the *elli-1* mutant, *his-44* RNAi feeding was used to examine enhanced or suppressed larval arrest phenotypes in the *elli-1* background. *his-44* RNAi causes a larval arrest phenotype and can be used to determine RNAi efficiency [49]. In the *elli-1(sam3)* background alone there was no significant difference in the *his-44* RNAi response when compared to wild-type worms (Fig 6A). Therefore, increased expression of RNAi components in *elli-1* worms is a likely reflection of enlarged P granules, where several RNAi components reside, but does not enhance or suppress RNAi sensitivity by itself.

**Fig 6:**
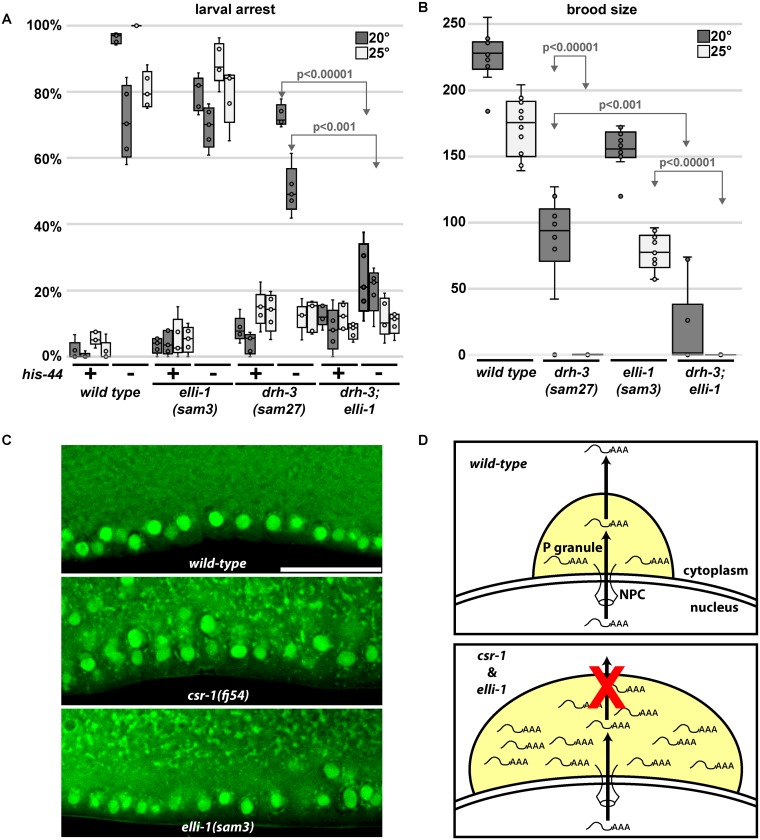
Synthetic sterility and RNAi deficiency in *elli-1*. A) Larval arrest on control (+) and *his-44* (-) RNAi showing *elli-1(sam3)* enhances the RNAi resistant phenotype of *drh-3(sam27)* at permissive temperature (20°C). Same colored box plots represent duplicate experiments performed on different weeks. B) Brood sizes show that *elli-1(sam3)* enhances sterility (no brood) of *drh-3(sam27)* at permissive temperature. C) STYO14 staining of dissected germlines shows RNA pooling around the nuclear periphery and in the rachis of both *csr-1* and *elli-1* mutants. D) Model for CSR-1 and ELLI-1 function. P granules (yellow) reside on the nuclear periphery where they receive transcripts coming through the nuclear pore complex. The CSR-1 complex functions in P granules to recognize germline abundant or licensed transcripts. Our model is that CSR-1 and ELLI-1 function to move germline abundant or licensed transcripts through and away from P granules and into the cytoplasm. In mutants this dispersal of RNA is blocked, RNA and P granules accumulate, and fertility and RNAi efficacy is decreased. It remains unclear whether ELLI-1 directly interacts with RNA.

### ELLI-1 enhances sterility and RNAi-defective phenotypes when the CSR-1 complex is partially compromised

Similarities between the P-granule phenotypes of *csr-1*, *ego-1*, *ekl-1*, *drh-3* and *elli-1* suggests ELLI-1 functions with or in parallel to CSR-1; however, unlike *elli-1*, null mutations in CSR-1 complex components are RNAi defective and have no viable progeny [4]. This difference, and the lack of correlation between differentially expressed genes in *elli-1* and *csr-1* worms, may suggest the P-granule phenotypes are coincidental; however, given the role of P granules in translational regulation, mutations in CSR-1 complex components may still interact *genetically* with *elli-1*. To see if there is a genetic interaction, the homozygous viable *drh-3(sam27)* allele was utilized. Hypomorphic alleles of *drh-3* previously isolated from an RNAi-deficiency screen have viable progeny at permissive temperature, but are sterile at elevated temperatures [10]. First, broods were counted from individual *drh-3(sam27)* animals grown at 20°C and 25°C, showing this new allele is also temperature sensitive sterile (Fig 6B). To see if *elli-1(sam3)* enhanced sterility of *drh-3(sam27)*, brood sizes from individual worms were then counted in the *drh-3(sam27); elli-1(sam3)* double mutant. At the permissive temperature of 20°C, *drh-3(sam27)* and *elli-1(sam3)* single mutants are fertile, but the majority of double mutants are not. This double mutant line must be maintained at 15°C, as the small percentage of fertile animals could not be passaged beyond three generations at 20°C. RNAi sensitivity was also tested in the double mutant (Fig 6A). *drh-3(sam27)* animals suppress larval arrest when fed *his-44* RNAi at 25°C, but only partially suppress larval arrest at 20°C. In contrast, the *drh-3(sam27); elli-1(sam3)* double mutant suppresses *his-44* RNAi larval arrest at both permissive and restrictive temperatures. Thus, *elli-1(sam3)* enhances both sterility and RNAi defective phenotypes of the hypomorphic *drh-3* allele, suggesting that ELLI-1 functions with or in parallel to components of the CSR-1 complex.

CSR-1 pathway components share both Ego (Enhancer of Glp-One sterility) and Ekl (Enhancer of Ksr-1 Lethality) phenotypes [5,11,22,25,50]. *elli-1* RNAi failed to enhance *glp-1(bn18ts)* sterility at the permissive temperature of 20°, and there was no difference in rod-like larval lethality with *elli-1* RNAi in *ksr-1* mutants (S2 Table). Lethality in *ksr-1* mutants is attributed to a defect in excretory duct cell specification, a maternally contributed but somatic cell fate. While it is easy to over interpret negative results showing the lack of *glp-1* and *ksr-1* enhancement, these observations suggest that ELLI-1’s function with the CSR-1 complex is limited to a subset of CSR-1’s targets.

Another characteristic of *csr-1* is an RNA pooling defect in the germline of adults. This phenotype was proposed as a consequence of losing *csr-1* mRNA slicing activity, causing transcripts to accumulate that would normally be degraded [12]. Later, RNA expression in germlines dissected from *csr-1* RNAi-depleted animals failed to support this hypothesis; in contrast, mRNA targets of CSR-1-22G siRNAs in adult hermaphrodites were the least likely transcripts to change after a six-fold depletion of *csr-1* [13], correlating with previous findings from tiling array expression in *csr-1* mutants [4]. While some fine tuning of a fraction of CSR-1’s >4000 target mRNAs has now been reported in whole worms [14], the bulk of these targets show no change in dissected germlines when *csr-1* is compromised [13]. To see if *elli-1* mutants also have this same RNA pooling defect, ten dissected germlines from wild-type, *csr-1(fj54)*, and *elli-1(sam3)* animals were stained with the RNA dye SYTO14. While only 1/10 *wild-type* germlines showed RNA pooling, 10/10 *csr-1* (p = 0.0001) and 8/10 *elli-1* (p = 0.0054) germlines showed pooling in the central rachis and around the nuclear periphery of germ cells, although pooling in *csr-1* is more pronounced (Fig 6C). Since ELLI-1 does not contain mRNA slicing domains like CSR-1, the pooling defect in the germline of *elli-1* mutants, and potentially *csr-1* mutants, may instead reflect defects in mRNA shuttling and dispersal rather than changes in mRNA levels.

## Discussion

Based on EMS mutagenesis frequencies [51], we expected to get up to two loss-of-function mutations in each known component of the CSR-1 complex. This expectation came very close to our observation. A more saturated screen is likely to identify one or two more genes, but the ten alleles obtained in these five loci demonstrate both the specificity of the enlarged P-granule phenotype and the central role of the CSR-1 complex in the *C*. *elegans* germline.

We found that *elli-1* enhances RNAi efficacy and sterility in a hypomorphic *drh-3* allele, suggesting that ELLI-1 functions as part of or in parallel to the CSR-1 complex. The lack of overlap between *elli-1* and *csr-1* gene expression profiles better supports the latter possibility, and/or suggests that ELLI-1 and CSR-1 impinge on common targets post-transcriptionally to promote brood size, fertility, and RNAi efficacy. By residing on the nuclear periphery and extending the nuclear pore complex environment into the cytoplasm [52–55], P granules are well positioned to receive transcripts as they exit the nucleus, most of which then transit through P granules to reach the cytoplasm [56]. ELLI-1 is diffuse in the germ plasm (not enriched or excluded from P granules), but some ELLI-1 foci appear to dock next to P granules. One possibility is that CSR-1 shuttles its targets through P granules and into the cytoplasm to be translated (Fig 6D). ELLI-1 may be assisting in this process, although ELLI-1 does not contain known RNA-binding domains so a potential interaction with RNA may be indirect or through its predicted disordered region. The RNA pooling defects observed in *elli-1* and *csr-1* mutants could be a consequence of mRNA getting stuck in P granules and detached cytoplasmic RNPs. Cytoplasmic RNA distribution has recently been shown to drive phase separation of P-granule components [57–59], and it is worth further testing whether ELLI-1 and the CSR-1 complex function to disperse germline transcripts to antagonize phase separation, keeping P-granule size in check.

There are notable differences between *elli-1* and the four other genes obtained in this screen despite the indistinguishable P-granule phenotype that suggest ELLI-1 impinges on just a subset of CSR-1 targets. First, *elli-1* does not appear to enhance *glp-1* or *ksr-1* lethality. Second, *elli-1* mutants can be maintained as homozygotes with only minor impacts on brood size, while null alleles of *csr-1*, *drh-3*, *ego-1* and *ekl-1* must be maintained over a balancer. We expect that truncations in the two *elli-1* alleles obtained from the screen, as well as the two generated using CRISPR/Cas9, cause a complete loss-of-function as *elli-1* RNAi phenocopies the enlarged P-granule defect and low frequency of embryonic lethality. The hypomorphic *drh-3* allele obtained in this screen can also be maintained as a homozygote at permissive temperatures while exhibiting enlarged P granules. These results suggest that P-granule defects in CSR-1 pathway mutants can be disassociated from what is causing their embryonic lethality. Interestingly, the enzymatic slicing activity of CSR-1 was recently shown to fine tune expression in oocytes to support early embryogenesis; however, mutations introduced into CSR-1 to inhibit its slicing activity still cause embryonic lethality but were reported not to disrupt P granules [14]. Therefore, the CSR-1 pathway is likely to have both mRNA-slicing and non-slicing roles.

A final difference is that *elli-1* alone does not have RNAi defects like CSR-1 pathway mutants. This is important because while CSR-1 binds 22G RNAs, most evidence suggests that these siRNAs are not the product of exogenous RNAi; therefore, it has been proposed that defective transgene silencing and the Rde phenotypes of *csr-1* and *ego-1* are attributed to compromised P granules and the Rde phenotype of *pgl-1* [4]. Our results make this less likely as the P-granule phenotypes of *elli-1* and *csr-1* are indistinguishable in the adult germline, suggesting that components of the CSR-1 complex play a more direct role in exogenous RNAi. Because germline defects resulting from partial loss of the CSR-1 pathway are enhanced by *elli-1*, we conclude that ELLI-1 functions with the CSR-1 pathway to modulate RNAi activity, P-granule accumulation, and post-transcriptional expression in the germline.

## Materials and methods

### Strain maintenance

*C*. *elegans* strains were maintained as per standard protocols [60]. See S3 Table for list of strains used. N2, ZT3, TH206, MT8677 and the CB4856 Hawaiian isolate were obtained from the Caenorhabditis Genetics Center (CGC). EL44 was a gift from Eleanor Maine at Syracuse University. Remaining strains were generated in this study and are available upon request.

### Screen design

EMS mutagenesis was performed on TH206 worms using the standard protocol [61]. Two-thousand F1 progeny were cloned to individual plates, and F2 grandchildren were screened under a Leica M165FC fluorescence stereomicroscope for enlarged, bright PGL-1::GFP granules. This screen was done in parallel with a now published screen looking for somatic PGL-1::GFP expression [35]. To quantify P-granule size, cross-sections of the surface of ten germlines/strain were acquired with a 63X objective and fixed exposure conditions, and a fixed threshold was used to outline and measure the area of P granules using ImageJ.

### Mapping

CB4856 (Hawaiian) males were crossed into mutant strains. F1 cross progeny were picked to new plates, and on average 500 F2s worms with the enlarged P-granule phenotype were handpicked from each cross and pooled for whole genome sequencing [35,62]. Samples were sequenced on Illumina HiSeq2500 and NextSeq systems. The CloudMap pipeline was used to analyze mutant genome sequences, obtain map data, and find mutations as previously described [36].

### *csr-1* complementation

ZT3 males were crossed into DUP9, DUP12, DUP34, and DUP36 hermaphrodites. At least 15 male cross progeny (lacking the *nT1[qIs51] myo-2*::*GFP* balancer), were examined for the bright and enlarged P-granule phenotype. All male cross progeny without *myo-2*::*GFP* from DUP34 and DUP36 hermaphrodites had the phenotype, while male cross progeny without *myo-2*::*GFP* from DUP9 and DUP12 did not.

### CRISPR strain construction

A co-CRISPR technique was used to recreate mutation alleles as described [63]. A 19 base pair insert (TGAGACGTCAACAATATGG) was cloned into pJW1219 to direct Cas9 cleavage of *rol-6* (pDU58), and an 86 base pair Ultramer (IDT) was used as a homologous repair template to introduce the dominant *rol-6d* mutation (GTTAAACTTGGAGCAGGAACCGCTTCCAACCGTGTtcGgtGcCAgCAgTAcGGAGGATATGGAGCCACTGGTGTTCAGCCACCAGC). To create the *elli-1(sam21)* and *elli-1(sam22)* alleles, these 19 base pairs (ATATCCACATCTTACCGGG) were cloned into pJW1219 to direct cleavage (pDU59), and repaired with (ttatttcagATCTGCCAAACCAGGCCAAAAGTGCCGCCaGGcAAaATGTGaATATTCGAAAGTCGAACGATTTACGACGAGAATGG). To create the *drh-3(sam27)*, these 20 base pairs (GAATGATCCAGCTAATCGAG) were cloned into pJW1219 to direct cleavage (pDU57), and repaired with the 60 base pair oligo (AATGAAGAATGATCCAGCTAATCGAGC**a**GCT**t**TCTACTTTTTGGATAAGAACTGGCCAGA). 50ng/ul of pDU58 and 20ng/ul of the rol-6d repair oligo were co-injected with 50ng/ul of pDU59 or pDU57 and 20ng/ul of the corresponding repair oligo. Rolling F1 progeny were cloned, and their non-rolling progeny were genotyped for the corresponding mutations.

The GFP-SEC technique was used to attach C-terminal GFP::3xFLAG to endogenous *glh-1*, *elli-1*, and *pgl-1* as described [41]. To direct *glh-1* cleavage, (TCCCTCAAGATGAAGAAGGC) was inserted into pJW1219 (pDU69). To direct *elli-1* cleavage (TCATGCTCACGATGACGAT) was inserted into pJW1219 (pDU60). To direct *pgl-1* cleavage (GGTGGTTACGGGGGTCGTGG) was inserted into pJW1219 (pDU70). 500 base pairs of both 5’ and 3’ flanking sequences from *glh-1* (pDU67), *elli-1* (pDU68), and *pgl-1* (pDU73) were cloned into pDD282 to create homologous repair plasmids.

### RNAi feeding

RNAi feeding constructs were obtained from the Ahringer library. The L4440 plasmid in HT115 bacteria was used as the RNAi control. *elli-1* RNAi was performed on L4 worms in three biological replicates, and the PGL-1::GFP phenotype was observed in F1 progeny.

To look for enhancement of *glp-1(bn18ts)*, approximately 60 L1 stage EL44 worms were placed on each of five control (empty L4440 vector) or five *elli-1* RNAi plates at 20°C and scored for a clear sterile phenotype three days later. To compliment these findings, approximately 60 L1 stage worms of each EL44 *glp-1(bn18ts)*, DUP67 *elli-1(sam3)*, and DUP119 *glp-1(bn18ts); elli-1(sam3)* double mutants grown at 20°C were examined for *glp-1* like sterility. To look for enhancement of *ksr-1(n2526)*, control and *elli-1* RNAi was performed as previously described [50].

To assay RNAi enhancement, approximately 60 L1s were placed on each of five *his-44* RNAi feeding plates for each strain, and animals arrested during larval development were scored 3 days later [35,64].

### Fosmid rescue

DUP9 was injected with the fosmid WRM0610dF01 (1.5ng/ul) to create DUP61. All injections used the *myo-3p*::mCherry coinjection marker pCFJ104 (10ng/ul) [65].

### Fluorescent in situ hybridization (FISH)

A Stellaris FISH probe (Biosearch Technologies) was designed for *elli-1* with CAL Fluor Red 610. Whole-worm FISH was performed as previously described [13,66]. Images were acquired and deconvolved using Leica AF6000 acquisition software on an inverted microscope (Leica DMI6000B) with a cooled CCD camera (Leica DFC365FX) and a Leica 40x air objection with a 0.5 um z-stack. All white scale bars throughout the paper are 20 microns in length.

### SYTO14 RNA stain

Wild-type, *csr-1(fj54)*, and *elli-1(sam3)* germlines were dissected and stained with SYTO14 to visualize RNA as described [12].

### Immunocytochemistry

Dissected germlines were fixed using methanol/acetone [67], and stained with rabbit anti-PGL-1 or rabbit anti-GLH-1 polyclonal antibodies, and co-stained with monoclonal mAb414 as previously described [68]. To examine *elli-1*::*gfp*::*3xFLAG* expression and colocalization with PGL-1, dissected germlines and embryos were fixed with methanol acetone and co-stained with rabbit anti-PGL-1 [68] or rabbit anti-CGH-1 [69] and a 1:1000 dilution of M2 anti-FLAG monoclonal antibody (Sigma-Aldrich-F1804), followed by staining with anti-rabbit Alexa 594 and goat anti-mouse Alexa 488 conjugated secondaries and DAPI. To quantify PGL-1 expression in Fig 1C, dissected germlines were fixed and stained with rabbit anti-PGL-1, and a pixel intensity was measured in a fixed region on interest in pachytene germ cells; then normalized to the parental control (n>18 germline images per strain).

### Brood size assay

For each strain, brood sizes were counted from each of ten L4 animals after placing them at 20°C and 25°C.

### Embryonic lethality

For each strain, six adult worms were placed on a plate and allowed to lay for 5 hours. The number of embryos on each plate was counted, and unhatched embryos were counted the following day.

### Microarray

For each of the four biological replicates of TH206 and DUP56 strains, synchronized L1 larvae were seeded on 10 plates, grown at 20°C, and young adults were collected (corresponding to 90% with a vulva and no or few eggs). Young adults were washed three times, pelleted, and frozen. Total RNA was extracted with Trizol Reagent and ran through an RNA Stable kit (Biomatrica), which was submitted for expression analysis. OakLabs (www.oak-labs.com) prepared samples and hybridized them on the 8x60K Agilent ArrayXS *C*. *elegans* tiling array, and performed gene expression analysis (GEO accession number GSE82322). These microarrays also contain several thousands of piRNA probes, but as there was no significant change in piRNA levels, these probes were excluded from S1 Table. qRT-PCR validation of *pgl-1*, *pgl-3*, and *glh-1* expression in N2 and DUP67 worms as described [12].

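Over the 15365 piRNA probes, each 21 bases long, limma called none at an adjusted p of 0.05, and 73 had an unadjusted p under 0.05, against 768 by chance. Most of these probes gave no signal that could have shown a change: 13223 were not well above background on any array, and between 0.68% and 3.65% were well above background on an array. The labelled RNA was amplified from an oligo-dT primer. Of the piRNA probes, 11 were well above background on all 8 arrays. Their median log2 change was −0.04 (exact permutation test over 70 relabellings, two-sided p = 0.51), with single probes between −0.46 and 0.71. When only these 11 probes were tested, 1 of them, for 21ur-14703, was past an adjusted p of 0.05 in limma, with a log2 change of −0.46 (adjusted p = 0.008). A change in piRNA levels was therefore not detectable for most of the probes at this signal.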

## Supporting information

S1 Table *elli-1* microarray expression. (XLSX) Click here for additional data file.

S2 Table Analysis of Ego and Ekl phenotypes. (DOCX) Click here for additional data file.

S3 Table List of strains used in this study. (DOCX) Click here for additional data file.

# Supplementary material for: ELLI-1, a novel germline protein, modulates RNAi activity and P-granule accumulation in Caenorhabditis elegans
**Source:** PLoS Genet. 2017 Feb 9;13(2):e1006611. doi: 10.1371/journal.pgen.1006611
**Supplement:** S2 Table

**Table S2**

**Analysis of Ego and Ekl Phenotypes**

| **Strain Name** | **Genotype** | **RNAi** | **replicates** | **Sterile** | **SD** | **Rod Lethal** | **SD** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **N2** | *wild type* | Empty Vector | 5 | 0.00% | 0.00 |  |  |
|  | “ | *elli-1* | 5 | 0.00% | 0.00 |  |  |
| **EL44** | *glp-1(bn18ts)* | Empty Vector | 5 | 0.68% | 0.83 |  |  |
|  | “ | *elli-1* | 5 | 1.11% | 0.99 |  |  |
| **EL44** | *glp-1(bn18ts)* | none/OP50 | 1 | 1/64 | - |  |  |
| **DUP67** | *elli-1(sam3)* | none/OP50 | 1 | 0/75 | - |  |  |
| **DUP119** | *glp-1(bn18ts); elli-1(sam3)* | none/OP50 | 1 | 1/82 | - |  |  |
| **N2** | *wild type* | Empty Vector | 10 |  |  | 0.00% | 0.00 |
|  | “ | *elli-1* | 10 |  |  | 0.00% | 0.00 |
| **MT8677** | *ksr-1(n2526)* | Empty Vector | 10 |  |  | 1.70% | 1.64 |
|  | “ | *elli-1* | 10 |  |  | 1.57% | 1.66 |

# Supplementary material for: ELLI-1, a novel germline protein, modulates RNAi activity and P-granule accumulation in Caenorhabditis elegans
**Source:** PLoS Genet. 2017 Feb 9;13(2):e1006611. doi: 10.1371/journal.pgen.1006611
**Supplement:** S3 Table

**Table S2**

**Worm strains used in this study**

| **Strain Name** | **Genotype** | **Description** |
| --- | --- | --- |
| N2 | Wild Type |  |
| CB4856 | Hawaiian Isolate | Used for SNP mapping |
| TH206 | *ddEx16[pgl-1::PGL-1::TY1::EGFP::3Xflag + Cbr-unc-119(+)] I* | *** *ddEx16* is actually integrated on chromosome I [35] |
| DUP8 | *ddEx16 drh-3(sam2) I* | 1X outcrossed |
| DUP9 | *ddEx16 I; elli-1(sam3) IV* |  |
| DUP11 | *[ddEx16 (sam5)]/[ddEx16 +] I* |  |
| DUP12 | *ddEx16 I; [elli-1(sam6)/+] IV* | Homozygous lethal due to linked mutation |
| DUP13 | *[ddEx16 (sam7)]/[ddEx16 +] I* |  |
| DUP17 | *ddEx16*[*pgl-1::PGL-1::TY1::EGFP::3Xflag + Cbr-unc-119(+)*] I | TH206 outcrossed 2X to N2 |
| DUP22 | *[ddEx16 ego-1(sam14)]/[ddEx16 +] I* |  |
| DUP23 | *ddEx16 I; [csr-1(sam15)/+] IV* |  |
| DUP24 | *[ddEx16 ego-1(sam16)]/[ddEx16 +] I* |  |
| DUP26 | *ddEx16 I; [csr-1(sam18)/+] IV* |  |
| DUP27 | *[ddEx16 ekl-1(sam19)]/[ddEx16 +] I* |  |
| DUP34 | *ddEx16 I; [csr-1(sam15)(IV)/nT1[qIs51](IV;V)]* | Balanced *csr-1(sam15)* |
| DUP36 | *ddEx16 I; [csr-1(sam18)(IV)/nT1[qIs51](IV;V)]* | Balanced *csr-1(sam18)* |
| DUP46 | *[ddEx16 ego-1(sam16)]/[ddEx16 dpy-5(e61)] I* | Balanced *ego-1(sam16)* |
| DUP56 | *ddEx16 I; elli-1(sam21) IV* | CRISPR to create same *sam3* + silent mutations |
| DUP57 | *ddEx16 I; elli-1(sam22) IV* | CRISPR deletion and frame shift in *elli-1* |
| DUP60 | *[ddEx16 ego-1(sam14)]/[ddEx16 dpy-5(e61)] I* | Balanced *ego-1(sam14)* |
| DUP61 | *ddEx16 I; elli-1(sam3) IV; samEx6(F20C5.3 fosmid + myo-3::mCh)* | *F20C5.3* fosmid injected into DUP9 to test rescue |
| DUP64 | *glh-1(sam24[glh-1::gfp::3Xflag]) I* | CRISPR GFP-SEC method used to tag *glh-1* with GFP |
| DUP67 | *elli-1(sam3) IV* | 4X outcrossed to N2, no GFP transgene |
| DUP68 | *drh-3(sam27) I* | CRISPR to create same *sam2* + silent mutations |
| DUP69 | *glh-1(sam24[glh-1::gfp::3Xflag]) I; elli-1(sam3) IV* | Created from DUP67 & DUP64 |
| DUP71 | *elli-1(sam28[elli-1::gfp::3Xflag]) IV* | CRISPR GFP-SEC method used to tag *elli-1* with GFP |
| DUP75 | *pgl-1(sam33[pgl-1::gfp::3Xflag]) IV* | CRISPR GFP-SEC method used to tag *pgl-1* with GFP |
| DUP76 | *drh-3(sam27) I; pgl-1(sam33[pgl-1::gfp::3Xflag]) IV* | Created from DUP68 & DUP75 |
| DUP79 | *drh-3(sam27) I; elli-1(sam3) IV* | Created from DUP67 & DUP68 |
| DUP98 | *patr-1(sam50[patr-1::gfp::3xflag]) II* | CRISPR GFP-SEC method used to tag *patr-1* with GFP |
| DUP119 | *unc-32(e189) glp-1(bn18ts) III; elli-1(sam3) IV* | Created from DUP67 & EL44 |
| EL44 | *unc-32(e189) glp-1(bn18ts) III* | From [20] |
| MT8677 | *ksr-1(n2526) X* | From [50] |
| ZT3 | *csr-1(fj54)(IV)/nt1[qIs51](IV;V)* | From [4] |

How the deposited data were processed for this re-analysis (not part of the article)

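Gene expression was compared between 4 biological replicates of *elli-1(sam3)* and 4 of a control strain, as whole young adult worms grown at 20°C on 10 plates per replicate. Samples were grouped by the genotype in the deposited labels, on which the labels and the results text are the same. The strain names differ between the labels and the methods, and this was left open. Each sample was hybridised in a single colour to 1 of 8 arrays of 1 slide.

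Per the file headers, the scanner intensity values were background-subtracted and detrended within each array by Feature Extraction and were not normalized between arrays. The intensity values of the deposited value table were quantile normalized between the 8 arrays by the authors, since every column holds the same set of values. The paper's text does not name the normalization, the test or the q value method of the array comparison. Of S1 Table, the first 1970 of 30213 rows were used, and no overlap or set test was made on it. Scanner arrays were assigned to samples through the column of the value table that they match in rank order, because S1 Table follows these columns. On the matched arrays the slide columns hold 1 group each, while the slide rows are mixed. The planned description of the replicate number as the array column holds only for the files as attached.

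Processed signals were put on the log2 scale and scaled by subtracting the 75th percentile of each array over all probes other than piRNA probes. Spots that Feature Extraction flagged as outliers, 27 to 58 per array, were left out. The other spots of a feature were averaged, then features of a gene, and 31733 genes were tested, of which 31711 had a value on all 8 arrays. No gene was left out for low signal. On average, 66.9% of the probes other than piRNA probes and 49.7% of all probes were well above background, with between 47.4% and 50.9% of all probes on each array. No spot was saturated. The number of arrays, 4 per group, limits the precision. The groups were compared with limma (lmFit and eBayes) and Benjamini-Hochberg adjustment, and a gene was past the threshold at an adjusted p under 0.05 and over 1.2-fold. The 15365 piRNA probes were tested in a comparison of their own at an adjusted p under 0.05. Single comparisons of 4 with 4 arrays used the exact permutation test over 70 relabellings, and the comparison of genes was repeated on all 35 splits of the arrays into 4 and 4. Both treat the 8 arrays as separate samples. The replicate numbers come from the labels. Deviations of same-numbered arrays from their group means had correlations across features of 0.49, 0.35, 0.26 and 0.27, and the numbers were taken to pair the arrays. For differently numbered arrays among replicates 2 to 4 they were 0.22 to 0.33, so that the pairing rests mainly on replicate 1.

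The text names *elli-1*, every gene that the paper names from the arrays in its text or in Fig 5C and 5D, and the 5 largest rises and 5 largest falls among genes past the threshold that were well above background on all arrays of the higher group and whose groups did not overlap. *unc-119* and 21ur-14703 were chosen after their values were seen. Lists of sperm, oocyte and eggshell, yolk protein, cuticle collagen, moulting, germline, intestine, muscle, neuron, small RNA pathway, other P-granule, replicative histone and heat shock genes were tested with limma's camera, at a preset correlation of 0.01, and fry, with adjustment over the 13 lists. The position of genes was taken from build ce6, and windows of 250 kb were tested with Fisher's exact test.

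The alternatives set before the data were examined were normexp background correction with an offset of 50, quantile normalization, the scaling percentile taken over probes above background, the value table, only probes above background, the brightest probe of each gene, each probe tested alone, limma with trend and robust estimation, the ordinary equal-variance test of each gene without moderation, q values with an estimated share of true nulls, folds from linear means, no fold minimum, a 1.5-fold minimum, the replicate number as a block, array weights, and each array left out in turn. Chosen after seeing the data were the scanner files as attached, the array row as a block, replicate 1 against the others as a block, both first replicates left out, the value table with each probe tested alone by the ordinary test, and replicates 2 to 4 averaged into 1 sample per group. In data simulated with 200 changed genes, the same comparison recovered 135 of them (67.5%), none with the wrong sign, and called 3 unchanged genes. The simulated arrays and genes were drawn independently, without the closeness of replicates 2 to 4 or the distance of replicate 1. The changed genes were drawn from those above the median signal. The simulation checks the procedure and does not give recovery or false calls for the real arrays.

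The published gene sets of Fig 5B and the gene ontology terms were not used here. The other experiments of the paper were not analysed here. The versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.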

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

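The tests of the array row, of stress in replicate 1, of repeat arrays and of the strain background were chosen after the results were seen, and the test of collection was not.

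For 26 of the 70 groups of 4 arrays behind the named genes, 1 array lay far from the other arrays, against about 1 in 20 groups by chance. The gap to the nearest array was between 0.83 and 0.99 of the range of the group. The distant array was replicate 1 in 24 of the 26 groups, replicate 4 for *drh-3* in the control (0.90) and replicate 3 for *dcr-1* in the control (0.88). In the control, replicate 1 was distant for *pgl-1*, *glh-2* and C28A5.2 (0.90 each), *pgl-3*, *glh-4* and *elli-1* (0.84 each), *ppw-2* and C28A5.1 (0.85 each), *cpsf-2* (0.89), *mfap-1* and F35E12.5 (0.86 each), *fip-1* (0.98), *cnc-1* (0.88), F12A10.7 (0.96), F12A10.9 (0.95) and K08D12.7 (0.91). In *elli-1*, it was distant for *pgl-3*, *glh-2* and *rde-11* (0.90 each), *spd-5* (0.83), C28A5.2 (0.93), *mfap-1* (0.86), F35E12.5 (0.99) and *unc-119* (0.89).

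Several explanations were weighed for the distance of replicate 1. The array row on the slide is argued against, since arrays of a group in different rows differed with an SD of at most 0.155 once replicate 1 was left out, against at least 0.353 with it. Heat or handling stress may have contributed: the heat shock list was higher in replicate 1 than in replicates 2 to 4 by a median of 3.58 on the log2 scale in *elli-1* and 3.43 in the control, above all of 10000 random lists. An earlier or later collection stays open. The yolk list was higher in replicate 1 by 0.29 and 0.26, while the oocyte and eggshell list changed by −0.42 and −0.25. The sperm list changed by −0.17 and −0.53 and the germline list by −0.27 and −0.23, all below nearly all random lists. The moulting list changed by 0.14 and 0.48 and the collagen list by 0.08 and 0.12, in *elli-1* at percentiles 87.57 and 53.95 and in the control at 100.00 and 99.83. The yolk and oocyte directions are opposite, which a shift in collection was not predicted to give, but the yolk list of *elli-1* was at percentile 96.14 of random lists and the exact age of the worms is not recorded. No biological explanation was tested, since the design gives none within a group.

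Replicates 2 to 4 of each group differed little. For features with 6 spots, the variance of their differences was up to 3.18 times the noise between spots, and the differences of separate probes of a gene had correlations of 0.05 to 0.26, against 0.80 to 0.90 with replicate 1. Repeat arrays of one RNA sample could give such values, and they cannot be told apart from closely matched cultures, because the expected spread between cultures is not known. With replicates 2 to 4 averaged, limma called 0 genes (1233 at an unadjusted p under 0.05, against 1587 by chance), but 2 samples per group are too few to decide.

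The *unc-119* transcript, which the paper does not discuss from the arrays, was lower in *elli-1* by a log2 change of −2.19 (III, 10902648 to 10908930), from −1.09 ± 0.09 (SD, n = 4) to −3.27 ± 0.14 (SD, n = 4), with all 4 mutant arrays below all 4 control arrays. The limma adjusted p was 0.00023, and between 2.2e-06 and 0.012 over the alternatives set beforehand. After normexp correction the log2 change of *unc-119* was −1.59. S3 Table gives both strains the same transgene with *Cbr-unc-119(+)*, so that the transgene as listed is no difference between them. No allele of the endogenous *unc-119* gene is listed for either strain, and whether they differ there was not tested. S3 Table lists outcrossing to N2 for the control strain that the labels name and none for the mutant strain. A difference in strain background other than *elli-1* is a candidate explanation that cannot be told apart from an effect of *elli-1*, because each genotype is 1 strain.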

How the results depend on the processing

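The comparisons with the scanner files as attached, the array row as a block, replicate 1 against the others as a block, both first replicates left out, the value table with each probe alone and the ordinary test, and replicates 2 to 4 averaged were tests chosen after seeing the data.

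The number of genes past the threshold, 1684, stayed within 1.5 times under the alternatives set beforehand other than those named here. It was 3230 with only probes above background, 2671 with trend and robust estimation and 6593 with array weights. Without 1 array it was between 502 (without *elli-1* replicate 4) and 3203 (without control replicate 1). It was 4698 with replicate 1 against the others as a block and 6052 with both first replicates left out. In limma it was 0 with the scanner files as attached (2999 at an unadjusted p under 0.05) and with replicates 2 to 4 averaged (1233, against 1587 by chance). The last has 2 samples per group, which are too few to decide for any of the counts below. For the other changes in this count the cause was not tested.

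Of the CSR-1 complex, 2 transcripts were past the threshold, and 0 with a 1.5-fold minimum, which both are under. With or without the fold minimum, 1 was past with the array row as a block, 0 with the scanner files as attached and with replicates 2 to 4 averaged (0 at an unadjusted p under 0.05 in either), and 0 to 2 without 1 array (0 without any of replicates 2 to 4). Of the P-granule transcripts 3 were past, and 0 with the files as attached (0 at an unadjusted p under 0.05) or averaged replicates (3). Of the RNAi genes 14 were past, against 6 with a 1.5-fold minimum and 10 with the array row as a block. The row block lost the calls of *drh-3* (0.054), *ppw-1* (0.058), F43G9.3 (0.057) and *mfap-1* (0.052). The count of RNAi genes was 0 with the files as attached (0) or averaged replicates (5). It was 4 (without *elli-1* replicate 2) to 16 without 1 array.

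The share of changed genes that were higher was 51.7%, with a 95% Wilson interval of 49.3% to 54.1% that treats genes as independent. It was 62.5% after normexp correction, 54.5% with trend and robust estimation, 54.3% with the replicate number as a block, 46.2% after quantile normalization, 46.4% with the value table, 49.1% with the ordinary test, 49.0% with array weights, 49.1% with both first replicates left out, and 43.1% with the value table, each probe alone and the ordinary test. Without 1 array it was between 40.3% (without *elli-1* replicate 1) and 57.9% (without control replicate 1). The cause was not tested.

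No piRNA probe was past the threshold, against 1 when only probes above background were tested and 0 to 1 without 1 array (1 without *elli-1* replicate 4 or control replicate 4). Their median log2 change, −0.04, was 0.04 after normexp correction, 0.06 with array weights, −0.13 with replicates 2 to 4 averaged, and between −0.14 and 0.08 without 1 array. The cause was not tested.

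The log2 change of *elli-1*, −2.07, was −0.87 after normexp correction and −1.44 with the brightest probe, both still past the threshold. It was 0.02 with the files as attached and −2.08 (limma adjusted p = 1.00) with averaged replicates. It was between −2.11 and −2.03 without 1 array. With the files as attached the direction also reversed for *ekl-1* (−0.05), *drh-3* (−0.01), *mfap-1* (−0.10), *phat-5* (−0.41), Y41D4A.1 (−1.12), *fip-1* (0.34), F12A10.7 (0.97), F12A10.9 (0.63), K08D12.7 (0.22) and *unc-119* (0.01). For the other 34 named genes, 680 comparisons with alternatives set beforehand gave 561 on the same side of the threshold, 91 no longer past it, 28 newly past it and 0 reversed among genes with an adjusted p under 0.05. The sign of *glh-3* (0.02, not past the threshold) changed with array weights (−0.01), without *elli-1* replicate 2 (−0.01) and without control replicate 1 (−0.06), and, chosen after seeing the data, with both first replicates left out (−0.01). *pgl-3* was newly past an adjusted p of 0.05, at under 1.2-fold, with replicate 1 against the others as a block (0.045) and with both first replicates left out (0.04). Of 27 genes with an adjusted p under 0.05, 12 had one in every alternative set beforehand. Of the marker lists, 3 were past the threshold in camera, and 3 to 6 without 1 array (6 without *elli-1* replicate 1).

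With the replicate number as a block, calls changed for *glh-2*, *rde-11* and *cpsf-2* among the named genes and for heat shock genes in camera (5.9e-05). Fry, which called no list without the block, called heat shock (0.00015), germline (0.0039), yolk (0.012), collagen (0.019), small RNA pathway (0.019), sperm (0.049) and moulting (0.049) genes. The block changed no other call of a named gene or list.

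Signal over background limits the piRNA probes most, of which 13223 were not well above background on any array.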

Differences from the paper's values

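The array row as a block and the value table with each probe alone were tests chosen after seeing the values.

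The paper reports 1079 genes past 1.2-fold and a q value of 0.05, and 1684 genes were found here. Among the alternatives set before the data were examined, only the 1.5-fold minimum gave a count within 1.5 times of the paper's, with 1212 genes. The others did not, with 502 to 6593 genes. With the array row as a block the count was 1339, and with the value table, each probe alone and the ordinary test it was 1372, both chosen after seeing the values.

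The paper states that more of the changed genes were lower than higher, and here 51.7% were higher. Most were lower after quantile normalization (46.2% higher), with the value table (46.4%), the ordinary test (49.1%), array weights (49.0%), without *elli-1* replicate 1 (40.3%), 2 (45.7%), 3 (47.0%) or 4 (46.6%), without control replicate 3 (48.7%), and, chosen after seeing the values, with both first replicates left out (49.1%) and with the value table, each probe alone and the ordinary test (43.1%).

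The paper states that the rises of *ego-1* and *ekl-1* were significant. Of the 4 CSR-1 complex transcripts, 2 had a limma adjusted p under 0.05 here. That of *ego-1* was 0.21 and fell under 0.05 with array weights (0.035) and, chosen after seeing the values, with the value table, each probe alone and the ordinary test (0.035). That of *ekl-1* was 0.42 and was not under 0.05 in any comparison run, with 0.11 as the lowest.

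Fig 5C marks the rise of *glh-2* as significant, while its limma adjusted p was 0.066 here. It was under 0.05 after normexp correction (0.03), with only probes above background (0.02), trend and robust estimation (0.017), the replicate number as a block (0.018), array weights (0.0004), without replicate 1 of either group (0.037 each) and, chosen after seeing the values, with replicate 1 against the others as a block (0.00086) and both first replicates left out (0.00054).

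The paper counts all 16 RNAi genes as changed, and 14 were past the threshold here. *dcr-1* (0.051) and *mtk-1* (0.06) were not. All 16 were past it after quantile normalization, with the value table, only probes above background, each probe alone, trend and robust estimation, the ordinary test, q values with an estimated share of true nulls, array weights, without replicate 1 of either group, and, chosen after seeing the values, with replicate 1 against the others as a block, both first replicates left out, and the value table with each probe alone and the ordinary test. After normexp correction *dcr-1* (0.026) and *mtk-1* (0.035) had an adjusted p under 0.05, and 15 genes were past the threshold.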

Other observations

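The tests of attached files, of germline content, of the array row and column and of the clusters along chromosomes were chosen after the results were seen, and those of chance and of collection stage were not.

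With the scanner files as attached, limma called 0 genes (2999 at an unadjusted p under 0.05). The log ratios of S1 Table had a correlation across genes of 0.094 with these files, 0.981 with the matched arrays and 1.000 with the value table. Genes are not independent replicates. The targeted gene *elli-1* differed by −2.07 between the groups of the value table, −4.94 ± 0.11 (SD, n = 4) against −2.87 ± 0.06 (SD, n = 4), and by 0.02 between the groups of the files as attached. Within the groups of the value table replicates 2 to 4 differed with an SD of at most 0.155, against at least 0.370 between the groups. These values argue for the grouping of the value table and are consistent with scanner files attached to other samples. Which replicate number belongs to which array, and whether *sam3* lowers the transcript of *elli-1*, were not tested.

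If the 8 arrays are separate samples, chance can be excluded for the number of genes past the threshold, since the real split was the only 1 of 35 with as many and no other gave more than 11 genes. Same-numbered replicates of the groups deviate together, and of the 8 splits that part them the others, which exchange the groups for some replicate numbers, gave 0 genes in limma. These 8 splits alone are too few to decide, as their smallest share is 12.5%. With the replicate number as a block 2440 genes were past the threshold. If replicates 2 to 4 are repeat arrays of 1 RNA sample, which stays open, chance is not excluded. With these averaged, 2 samples per group remain, which are too few to decide. Limma then called 0 genes (1233 at an unadjusted p under 0.05, against 1587 by chance). The real split was also the only 1 of 35 with as many named genes of the CSR-1 complex, P granules and RNAi, but the study chose these genes on these arrays, so that this does not test chance. For the marker lists chance cannot be excluded, since 27 of 35 splits gave as many lists. A split of replicates 1 and 4 of both groups against replicates 2 and 3 gave 11 genes and 9522 piRNA probes, and its cause was not tested.

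The array row may have added to the difference between the groups, but 1339 genes were past the threshold with the row as a block, within 1.5 times of 1684. The array column is argued against as the whole cause, since each group lies in 2 columns and its arrays in different columns differed with an SD of at most 0.155 once replicate 1 was left out, against at least 0.370 between the groups. The groups lie in alternate columns, and 0 columns hold arrays of both, so that an effect shared by alternate columns and one of *elli-1* cannot be told apart.

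Of the 13 marker lists, 3 were past an adjusted p of 0.05 in camera and 0 in fry. The sperm list had a median log2 change of 0.27 (45 of 45 genes higher, camera 3.1e-10, fry 0.20), the cuticle collagen list −0.07 (33 of 153 higher, camera 4.8e-06, fry 0.066) and the moulting list −0.12 (0 of 14 higher, camera 0.0049, fry 0.14). Over the alternatives set beforehand fry gave 0.049 to 0.39 for sperm, 0.0029 to 0.23 for collagen and 0.025 to 0.31 for moulting. The other lists were not past the threshold in either test, with medians of −0.02 for oocyte and eggshell, 0.06 for yolk, 0.04 for germline, −0.05 for intestine, 0.13 for muscle, −0.15 for neuron, 0.03 for small RNA pathway, 0.04 for other P-granule transcripts, −0.01 for histones and 0.77 for heat shock genes. The heat shock list was past it with the replicate number as a block (camera 5.9e-05, fry 0.00015; camera 5.9e-05 to 0.94 over the alternatives set beforehand), and was lower without *elli-1* replicate 1 (0.94). A difference in collection stage could move the sperm, collagen and moulting lists. Without a block the smallest fry adjusted p among the 5 stage lists was 0.066. With the replicate number as a block, fry called the yolk (0.012), collagen (0.019), sperm (0.049) and moulting (0.049) lists. It did not call the oocyte and eggshell list (0.57). A difference in collection stage stays open. It cannot be told apart from an effect of *elli-1*, since the files do not record how the collections were arranged.

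More germline per worm might raise the CSR-1 complex and P-granule transcripts. The median log2 change of the 15 germline genes was 0.04, with an interval of −0.08 to 0.19 from order statistics (coverage 96.5%), and the lowest rise among *csr-1*, *drh-3*, *pgl-1*, *glh-1*, *glh-2* and *glh-4* was 0.36, which 2 of the 15 genes reached. The genes of the list went both ways, 10 of them higher, from −0.32 to 0.76, and *ego-1* (0.19) and *ekl-1* (0.13) rose by no more than the upper end of the interval. That end was chosen for the comparison after the list had been seen. The germline list was also past the threshold with the replicate number as a block in fry (0.0039) and without *elli-1* replicate 1 in camera (0.015), over ranges of 0.0039 to 0.76 and 0.015 to 0.92. The explanation stays open.

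Genes higher in *elli-1* were fewer on chromosome X, 62 of 5461 (1.1%, Fisher's exact test, adjusted p = 1.7e-18), and 2.3% of its genes above background (1.4e-09). Lower genes were also fewer on X over all genes (1.9%, 0.00066), but not among those above background (4.0%, 0.73). Higher genes were more frequent on chromosomes I and III over all genes (3.9% and 9.6e-05 on each) but not among those above background (0.25 and 0.22), and fewer on V over all genes (2.4%, 0.025) but not among those above background (1.00). Among genes above background, lower genes were fewer on I (3.0%, 0.00058), but not over all genes (0.54). Lower genes were more frequent on chromosome V, 227 of 7335 (3.1%, 0.013), and 6.3% of its genes above background (9.5e-09). Genes do not change independently, so these tests overstate the evidence. No explanation was tested for the difference between chromosomes.

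Of 808 tests of 250 kb windows, 5 were past an adjusted p of 0.05 in Fisher's exact test. Lower genes made up 16 of 52 genes (30.8%) on V from 3250001 to 3500000 (adjusted p = 2.8e-07) and 12 of 48 (25.0%) on II from 2000001 to 2250000 (0.00028), against 4.4% of all genes above background, to which these counts are limited. Without genes whose probes share a stretch of 20 bases the larger adjusted p of these windows was 0.0011, which argues against shared probes as their whole cause. The other clusters were on V from 14250001 to 14500000 (higher, 0.00031), I from 11250001 to 11500000 (lower, 0.02) and IV from 5250001 to 5500000 (higher, 0.036). Without shared probes their smallest adjusted p was 0.17, with fewer genes tested, so shared probes may account for them and this stays open. The windows lie on 4 chromosomes, which strain differences linked to a single chromosome were not predicted to give. Strain differences at several places are consistent with the windows and cannot be told apart from an effect of *elli-1*, because each genotype is 1 strain.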
